A study of Saccharomyces cerevisiae with 24 samples.

How the data were processed

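Gene expression was measured in budding yeast (strain W303, mating type a) on 24 one-colour Agilent arrays, 3 in each of 8 groups. Every strain lacked its own IRE1 gene and expressed either Ire1 (called IRE1 cells here) or ire1ΔLD, an Ire1 form whose name marks loss of the lumenal domain (called ΔLD cells here). Each of these was sampled untreated, after 1 hour in 2 mM DTT, in a strain labelled Δopi3, and in the Δopi3 strain grown overnight with 1 mM choline. The group of every array was taken from its title and genotype label. Per the labels, total RNA (100 ng per array) was labelled with Cy3.

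The deposited scanner files hold spot intensity values that the authors obtained with Agilent Feature Extraction 10.7.1.1. Per the file headers, the processed signal is a background-subtracted and spatially detrended intensity of 1 array, with no scaling between arrays. The authors also deposited a table of log2 ratios for a selection of genes, whose reference group the table does not name and whose normalization and selection are not stated. Its 587 lines held 33 exact repeats, and the 554 different lines named 550 probes, all of which were on the arrays. Gene names on 13 lines differed from those in the scanner files, and 4 probes were listed with different values. The values in the authors' deposited table were closest to log2 ratios against untreated IRE1 cells: against that group, 97.8% to 98.6% of the lines of each column were within 0.1 of the values computed here, with correlations across genes of 0.980 to 0.996. The authors' deposited table was used only as an alternative source for the named genes.

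Each array held 61657 spots that were not controls, with 9 to 10 spots for each of 6616 probes. Spots marked by the software as population or non-uniformity outliers were left out (1.10% to 2.05% of the spots of an array). The processed signals were put on a log2 scale, the 75th percentile of the array was subtracted, the spots of a probe were averaged, and then the probes of a gene were averaged (39 of 6576 systematic names had several probes). A gene was kept when more than 50% of a probe's spots were well above background on all arrays of at least 1 group, which left 6209 genes. Of these, 5752 were matched by locus or symbol to the reference gene table, and 457 names (dubious or withdrawn reading frames, and probes without a locus) were kept under the name on the array. The array design was built on an early assembly of the yeast genome, so no coordinates are given.

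The groups were compared with limma 3.58.1 (statmod 1.5.0) in R 4.3.3, and the files were read with fread (data.table, version 1.17.8). One linear model with 8 group means was fitted to all 24 arrays (16 residual degrees of freedom per gene) and its variances were moderated across genes. P-values were two-sided and adjusted by Benjamini-Hochberg within each comparison. A gene was called at an adjusted p under 0.05, and a second count asked also for a 2-fold change (1 on the log2 scale). There were 13 comparisons between groups and 3 differences between effects: the effect of DTT, of the Δopi3 label and of choline in ΔLD cells minus that in IRE1 cells. These are the interaction terms of the model. An exact permutation test of 3 against 3 arrays cannot give a p below 0.1, so single values outside the gene model are given with that limit. No group had enough arrays for an outlier test. The number of arrays limits the precision of every value: the median standard error was 0.10 (log2) for a comparison and 0.14 for a difference between effects.

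The rule for genes named in the text was: IRE1 and OPI3 in all groups; HAC1, KAR2, PDI1, ERO1 and INO1 in the 3 effects; and for each comparison up to 3 rises and 3 falls of largest log2 change among called genes whose 3 arrays in one group all lay on one side of the 3 arrays in the other (for a difference, whose same-numbered replicates all had 1 sign). URA3, LEU2, HIS3, TRP1, ADE2 and CAN1 were examined for strain background. Where a gene had no array above background in one group, the fitted log2 change depends on values within the background. Only a bound is then printed as "at least", computed with the dim group at its own signal or at the lowest signal well above background on the same array, whichever was higher.

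The 6 lists of genes below were tested in the 6 effects and 3 differences (54 tests, adjusted together): endoplasmic reticulum (ER) folding (12 genes: KAR2, PDI1, EUG1, ERO1, LHS1, SIL1, JEM1, SCJ1, FPR2, MPD1, ERJ5, CPR5), ER-associated degradation or ERAD (12: DER1, HRD1, HRD3, UBC7, CUE1, USA1, YOS9, MNL1, DFM1, SSM4, UBC6, UBX2), phospholipid synthesis (14: INO1, CHO1, CHO2, ITR1, HNM1, CKI1, EKI1, CPT1, EPT1, PSD1, FAS1, FAS2, ACC1, INO2), cytosolic heat shock (14: HSP104, SSA1, SSA2, SSA3, SSA4, HSP82, HSC82, HSP42, HSP26, HSP78, YDJ1, SIS1, BTN2, SSE1), sulfur assimilation (14: MET1, MET2, MET3, MET5, MET6, MET8, MET10, MET14, MET16, MET17, SUL1, SUL2, CYS3, STR3) and ribosomal proteins (137, taken by name). The test was camera with a preset correlation of 0.01 between genes, with fry and camera with an estimated correlation as alternatives.

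Each slide held 1 array of every group, and the replicate number in the labels was the same as the slide and the scan in the file headers. Whether same-numbered arrays deviated together was checked from the correlation, across genes, of their deviations from the group means. All 3 correlations were above 0.1 in 8 of the 13 comparisons (range over all comparisons −0.321 to 0.803). In the other 5, which set an untreated or DTT group against a group labelled Δopi3, at least 1 was not. The main model did not pair the arrays in any comparison, and the replicate number as a block was an alternative. The rule for naming genes of a difference and the correlations within replicate numbers set same-numbered arrays against each other throughout. Each group had 1 array position on every slide, so group and position cannot be told apart.

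The groups, comparisons, model, lists, rule for named genes and most alternatives were fixed before the data were examined. Those alternatives were normexp background correction (offset 50) in place of the software's subtraction, quantile normalization, no filter and a filter for genes well above background on all 24 arrays, outlier spots kept, the brightest probe of a gene, the replicate number as a block, a model with the compared groups alone, leaving out each array in turn, and the list tests named above. The normexp alternative used the median spot signal, since the mean signal named in the plan was not a column of the files. Another 3 alternatives were added after seeing the data: scaling to the 7 E1A control probes with at least 90% of spots well above background (control RNA that Agilent protocols add to each sample, in amounts that neither the labels nor the file headers state), leaving out a whole replicate number, and correlations between effects that share no arrays.

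The model was tested on simulated data with 200 of 6209 genes changed by 1 (log2). For DTT in IRE1 cells it recovered 96.5% of them with 6.31% false calls, and for the difference of the DTT effect it recovered 89% with 1.66% false calls. With no gene changed it made 0 calls in any comparison. The simulated noise was independent between arrays, with the same spread of a gene in all groups. The real arrays differ from this, since same-numbered arrays deviated together in 8 of the 13 comparisons. The simulation therefore cannot show how many false calls such shared deviations would give. No 2 arrays held identical values, and the highest correlation between 2 arrays across genes was 0.998.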

Results

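The data comprised 24 arrays in 8 groups of 3: untreated, DTT-treated, Δopi3 and choline-treated Δopi3 cells, each expressing either Ire1 (IRE1 cells) or ire1ΔLD (ΔLD cells) in place of the deleted chromosomal IRE1. Ire1 is an ER membrane protein that senses stress in the ER. DTT reduces disulfide bonds and so disturbs protein folding in the ER, which the series describes as protein stress. OPI3 encodes an enzyme of phosphatidylcholine synthesis whose loss the series describes as lipid stress, and choline feeds another route to the same lipid. The 75th percentile of the signal lay between 6951 and 15890 on the 24 arrays, and 90.6% to 95.8% of the spots of an array were well above background. All values below are log2 signals relative to the array's 75th percentile, averaged over the 9 or 10 spots of a probe, and all adjusted p-values are from limma over 6209 genes with 3 arrays per group.

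OPI3 (YJR073C) was examined first, as the gene whose absence defines 4 of the groups. Its signal was 3.90 ± 0.11 (SD, n = 3) in untreated IRE1 cells, 3.87 ± 0.06 in untreated ΔLD cells, 3.78 ± 0.03 in IRE1 cells with DTT and 2.68 ± 0.15 in ΔLD cells with DTT. The arrays labelled Δopi3 were not uniform. The OPI3 probe was above background on 2 of the 3 arrays of the IRE1 group, 2 of the ΔLD group, 1 of the IRE1 group with choline and 0 of the ΔLD group with choline. In IRE1 cells labelled Δopi3 the signal was −3.17 and 2.20 in replicates 2 and 3, which is 0.751% and 31.0% of the mean level in untreated cells of both strains. In ΔLD cells labelled Δopi3 the shares were 1.53% and 23.2% in these replicates, and with choline the share was 11.3% in replicate 3 of IRE1 cells. On the other 7 arrays OPI3 was not above background, which allows a share of at most 0.0344% to 0.0467%, depending on the array. The groups are therefore called by their label, and the comparisons below hold for the arrays as labelled.

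The OPI3 signal changed by −7.44 (SE 2.73, adjusted p 0.0217) in IRE1 cells labelled Δopi3 and by −7.26 (adjusted p 0.03) in ΔLD cells, relative to untreated cells of the same strain. These sizes depend on the replicate 1 arrays, where OPI3 lay within the background. Leaving out 1 array at a time or 1 replicate number at a time moved the first value between −10.31 and −4.39 (adjusted p 0.00126 to 0.178), and it was not called in 3 of these leave-outs. The value in ΔLD cells was not called in 6 of them (adjusted p up to 0.237). In ΔLD cells with choline, where no array was above background, OPI3 was at least 2483-fold lower than in untreated ΔLD cells (adjusted p 0.0239, not called in 8 leave-outs, up to 0.769). Because of this spread, the fit to all groups could not show the lower OPI3 signal of ΔLD cells with DTT (−1.19, adjusted p 0.713), which was called when the model held the compared groups alone (adjusted p 1.85e-05).

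**Figure D1:**
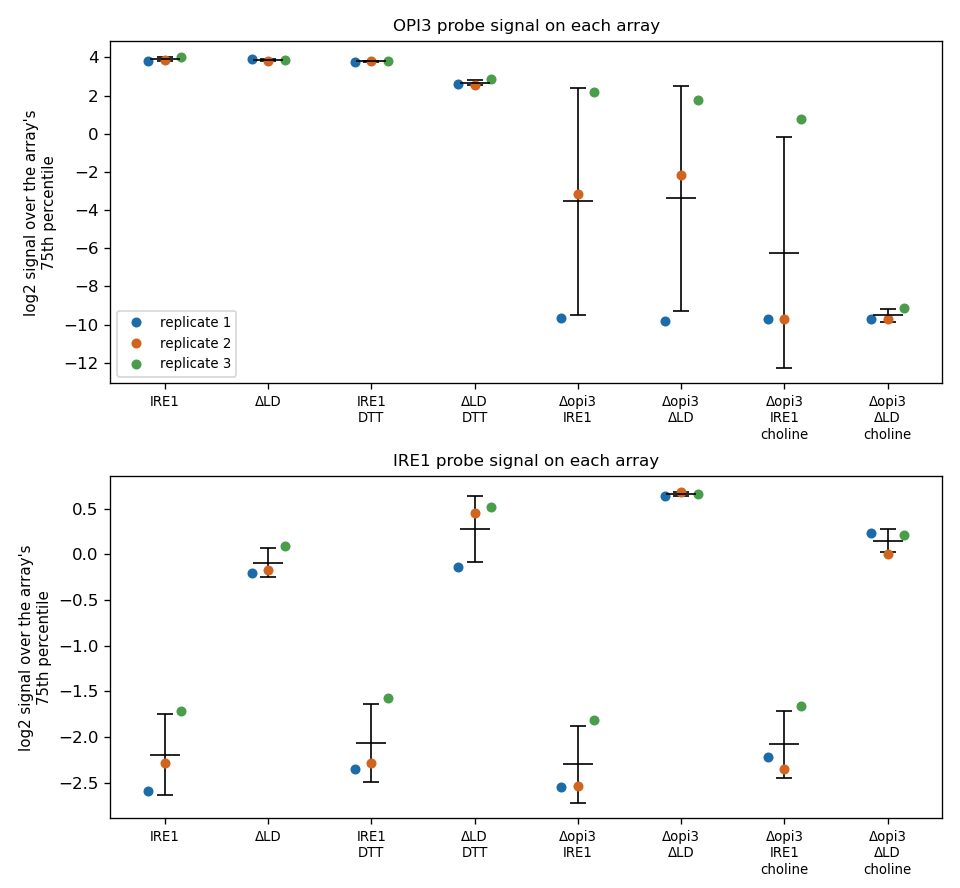
Signal of the OPI3 and IRE1 probes (log2, relative to the array's 75th percentile) on each of the 24 arrays by group, coloured by replicate, with the mean ± SD of 3 arrays. OPI3 on arrays labelled Δopi3 reaches 2.20 and lies within the background on 7 of the 12, and IRE1 is higher in every ΔLD group than in the IRE1 group of the same treatment.

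IRE1 (YHR079C) had a signal of −2.19 ± 0.44 (SD, n = 3) in untreated IRE1 cells and −0.09 ± 0.16 in untreated ΔLD cells. ΔLD cells were higher by 2.10 untreated (SE 0.25, adjusted p 4.15e-05), 2.35 with DTT (adjusted p 7.55e-07), 2.96 on arrays labelled Δopi3 (adjusted p 1.38e-07) and 2.23 on those with choline (adjusted p 1.12e-05). Without replicate 2 the untreated difference was no longer called (adjusted p up to 0.0574). The probe reports the amount of IRE1 transcript, and which part of the gene it covers relative to the ΔLD deletion was not examined. In IRE1 cells the IRE1 signal changed by 0.13 with DTT (adjusted p 0.661, and −0.058 with quantile normalization; with scaling to the E1A control probes it was called, adjusted p 0.000395). Between untreated ΔLD cells and ΔLD cells labelled Δopi3 it rose by 0.75 (adjusted p 0.015), which was not called without replicate 1 or without replicate 2 (adjusted p 0.0779 and 0.155).

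Of the 6 auxotrophic marker genes, HIS3 (YOR202W) was higher in ΔLD cells in all 4 comparisons, by 1.15 untreated (adjusted p 0.000481), 1.58 with DTT (adjusted p 7.06e-07), 2.20 on arrays labelled Δopi3 (adjusted p 4.4e-08) and 1.44 with choline (adjusted p 1.85e-05). The first was not called without replicate 2 (adjusted p 0.279). Among the 20 comparisons of the other 5 markers (URA3, LEU2, TRP1, ADE2 and CAN1), 1 was called higher (ADE2 on arrays labelled Δopi3, 0.50, adjusted p 0.011) and 2 were called lower (LEU2 with DTT, −0.52, adjusted p 0.0108, and TRP1 on arrays labelled Δopi3, −0.36, adjusted p 0.00345).

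The first question was which genes respond to DTT in cells with Ire1. DTT changed 4315 of 6209 genes in IRE1 cells, 2444 higher and 1871 lower, of which 452 rose and 399 fell at least 2-fold. The 3 arrays of one group lay wholly on one side of the other group's for 74.3% of genes, against 10% by chance. The number of called genes moved most without replicate 2, to 3438. Their direction and the 2-fold count moved most with scaling to the E1A control probes, chosen after seeing the data, which gave 4855 called genes with 98.6% of them higher and 2934 at 2-fold. That scaling placed the median of all genes 0.96 above untreated cells, so directions below are relative to the bulk of genes on the same array. The 3 largest rises were ULI1 (YFR026C, 5.82, SE 0.13, adjusted p 3.89e-17), YLR349W (4.49, SE 0.24, adjusted p 1.61e-11, with 1 untreated array above background) and YDL114W (at least 7.07-fold higher, no untreated array above background). The 3 largest falls were YBL029W (−3.32, SE 0.20, adjusted p 9.06e-11), RPL7B (YPL198W, −2.95, SE 0.14, adjusted p 4.79e-12) and RPL8A (YHL033C, −2.55, SE 0.15, adjusted p 6.31e-11). YLR349W is not in the reference gene table, and RPL7B overlaps the small nucleolar RNA gene SNR59 there.

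In ΔLD cells DTT changed 4124 genes, 2368 higher and 1756 lower, of which 386 rose and 331 fell at least 2-fold (71.8% of genes with separated groups). Scaling to the controls gave 2868 genes, 85.0% of them higher in place of 57.4%, and a median of all genes of 0.43. NFG1 (YLR042C) rose by 5.35 (SE 0.23, adjusted p 2.76e-12), RTC3 by 4.01 and NCA3 by 3.63. The largest falls were again YBL029W (−3.27), RPL7B (−2.73) and RPL8A (−2.52), with adjusted p-values from 3.81e-11 to 2.49e-10. Both strains shared 243 of the genes that rose at least 2-fold (28.1 by chance if calls were independent) and 276 of those that fell (21.3 by chance).

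The genes fixed for the 3 effects were KAR2, PDI1 and ERO1, which encode ER folding factors, HAC1, whose messenger RNA is the splicing target of Ire1, and INO1, an inositol synthesis gene. DTT raised KAR2 (YJL034W) by 2.31 in IRE1 cells (SE 0.15, adjusted p 2.84e-10) and by 1.34 in ΔLD cells (adjusted p 4.34e-07). PDI1 (YCL043C) rose by 1.60 (SE 0.11, adjusted p 3.73e-10) and 0.59 (adjusted p 8.83e-05), and ERO1 (YML130C) by 2.76 (SE 0.12, adjusted p 1.03e-12) and 1.04 (adjusted p 4.34e-07). HAC1 (YFL031W) rose by 0.76 (SE 0.12, adjusted p 2.03e-05) and 0.82 (adjusted p 9.81e-06); the arrays as analysed here do not separate its spliced and unspliced forms. INO1 (YJL153C) rose by 1.64 in IRE1 cells (SE 0.25, adjusted p 1.25e-05) and fell by 1.22 in ΔLD cells (adjusted p 3e-04). None of these 5 genes changed direction under quantile normalization, normexp correction or scaling to the controls.

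Whether the DTT effect depended on the Ire1 form was tested as the difference between the effects. It was called for 516 genes, 409 with a smaller value in ΔLD cells and the rest with a larger one; 88 and 18 of these differed at least 2-fold (1126 genes at an unadjusted p under 0.05). Without replicate 2 (1 whole slide) 111 genes were called, and with scaling to the controls 329 genes, 1 of them higher. The difference was −0.97 for KAR2 (adjusted p 0.00533), −1.02 for PDI1 (adjusted p 0.000143), −1.72 for ERO1 (adjusted p 8.82e-07) and −2.85 for INO1 (adjusted p 1.87e-05). For KAR2 it was no longer called with 2 of the 3 replicate numbers left out in turn (adjusted p up to 0.158). HAC1 did not differ (0.06, adjusted p 0.911), and its sign changed under quantile normalization, scaling to the controls, without replicate 3 of untreated ΔLD cells and without the whole of replicate 3. The largest negative differences were ULI1 (−5.16, SE 0.18, adjusted p 2.52e-13), YLR349W (−4.01, partly below background) and YOL037C (−3.20, adjusted p 2.17e-08). The largest positive ones were SNO1 (1.82, adjusted p 0.00114), NFG1 (1.67, adjusted p 0.00162) and HPF1 (1.56, adjusted p 0.00455), none of which was called without replicate 2 (adjusted p up to 0.104 for NFG1, 0.103 for SNO1 and 0.288 for HPF1), and neither NFG1 (adjusted p 0.0562) nor HPF1 (adjusted p 0.0917) with scaling to the controls. Relative to untreated IRE1 cells, SNO1 was at −0.11 in IRE1 cells with DTT, −1.54 in untreated ΔLD cells and 0.17 in ΔLD cells with DTT. HPF1 was at −1.96, 0.67 and 0.27 in the same groups. The difference for SNO1 thus rests mostly on its low level in untreated ΔLD cells, and that for HPF1 on a smaller fall.

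The second question was which genes respond to the loss of OPI3. In IRE1 cells, arrays labelled Δopi3 differed from untreated ones in 4177 genes, 1997 higher and 2180 lower, of which 592 rose and 125 fell at least 2-fold (64.3% of genes with separated groups). Scaling to the controls gave 1768 called genes, 85.5% of them higher in place of 47.8%, and a median of all genes of 0.21. INO1 rose by 6.05 (SE 0.25, adjusted p 6.64e-13), ULI1 by 5.74 (adjusted p 5.04e-17) and YLR349W by 4.99 (adjusted p 2.57e-12, with 1 untreated array above background). Besides OPI3, the largest falls were YOL014W (−2.87, SE 0.35, adjusted p 1.29e-06) and INA1 (−2.52, SE 0.53, adjusted p 0.00036). KAR2 rose by 2.23, PDI1 by 1.53, ERO1 by 2.52 and HAC1 by 0.80, with adjusted p-values from 2.43e-12 to 1.39e-05.

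In ΔLD cells the same comparison called 3507 genes, 1811 higher and 1696 lower, of which 443 rose and 55 fell at least 2-fold (66.4% of genes with separated groups). Without replicate 2 the count was 1855, and with scaling to the controls it was 1002, 72.8% of them higher in place of 51.6%. INO1 rose by 5.24 (adjusted p 1.38e-11), GRE1 by 3.85 (adjusted p 3.42e-07) and SHH3 by 3.83 (adjusted p 1.13e-10). Besides OPI3, the largest falls were YOL014W (−2.65, adjusted p 5.57e-06) and SPL2 (−2.30, adjusted p 0.00298; 0.118 without replicate 2). KAR2 rose by 1.53 (adjusted p 1.3e-07), PDI1 by 0.88 (adjusted p 1.9e-06) and ERO1 by 1.73 (adjusted p 9.64e-10), while the change of HAC1 (0.14, and −0.033 without replicate 3) was not called (adjusted p 0.337; 0.0394 without replicate 1 of untreated ΔLD cells). The strains shared 395 of the genes that rose at least 2-fold (42.2 by chance) and 45 of those that fell (1.11 by chance).

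The difference of this effect between the strains was called for 255 genes, 111 larger and 144 smaller in ΔLD cells, of which 28 and 44 differed at least 2-fold (1042 genes at an unadjusted p under 0.05). One array moved this count by more than any other: without replicate 3 of the IRE1 cells labelled Δopi3, which had the highest OPI3 signal, 992 genes were called, and without replicate 2 of the same group 151. Without the whole of replicate 2, 8 genes were called, and with scaling to the controls 62, 22.6% of them higher in place of 43.5%. With the compared groups alone, 104 genes were called. The difference was −0.65 for PDI1 (adjusted p 0.0169), −0.79 for ERO1 (adjusted p 0.00826) and −0.66 for HAC1 (adjusted p 0.0337), and was not called for KAR2 (−0.70, adjusted p 0.073) or INO1 (−0.80, adjusted p 0.249). None of PDI1, ERO1 and HAC1 was called with scaling to the controls (adjusted p 0.381, 0.187 and 0.333) or with the compared groups alone (0.0972, 0.0673 and 0.187). Leaving out arrays or replicate numbers lost the call of HAC1 in 11 cases (adjusted p up to 0.784), of PDI1 in 5 (up to 0.284) and of ERO1 in 2, without replicate 1 and without replicate 2 (up to 0.365). KAR2 was called without replicate 3 of the IRE1 cells labelled Δopi3 (adjusted p 0.0115), without the whole of replicate 3 (0.0274) and with the replicate number as a block (0.0307). The largest negative differences were ULI1 (−3.60, SE 0.18, adjusted p 2.01e-10), YNR042W (−2.23, adjusted p 2.07e-05) and YLR349W (−2.19, adjusted p 0.000519), the last pair partly below background. The largest positive ones, TC22026 (2.91), YNL120C (2.61) and SRL4 (2.21), had arrays below background in at least 1 group, so their size is not a measurement. YLR349W, TC22026, YNL120C and SRL4 were not called without the whole of replicate 2 (adjusted p up to 0.0567). YNR042W, TC22026 and YNL120C are not in the reference gene table.

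**Figure D2:**
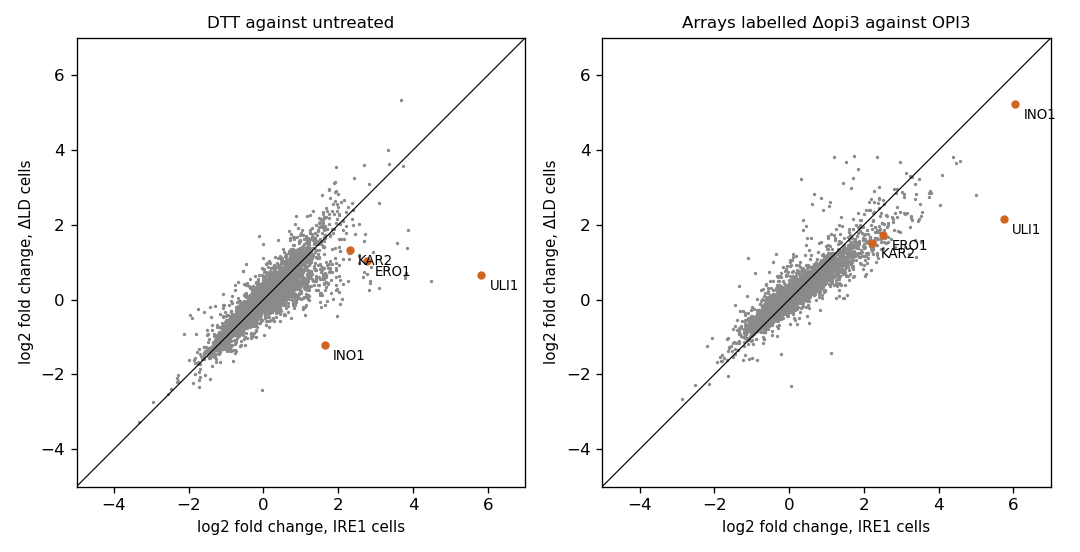
Log2 change of each of the 6209 genes except OPI3, which is not drawn, in IRE1 cells (horizontal) and ΔLD cells (vertical), with DTT (left) and on arrays labelled Δopi3 (right). The diagonal marks equal effects and KAR2, ERO1, ULI1 and INO1 are marked. The correlation across all 6209 genes, OPI3 included, is 0.871 for DTT and 0.911 for the Δopi3 label, and ULI1 lies below the diagonal in both panels.

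Choline was added to ask whether the changes in Δopi3 cells could be undone by supplying another route to phosphatidylcholine. Compared with arrays labelled Δopi3 without choline, it changed 4368 genes in IRE1 cells, 2113 higher and 2255 lower (121 and 680 at least 2-fold, 66.3% of genes with separated groups), and 3723 genes in ΔLD cells, 1727 higher and 1996 lower (45 and 490 at least 2-fold, 64.5%). Without replicate 2 the latter count was 2111. Scaling to the controls gave 2360 genes, 63.5% of them higher, in IRE1 cells and 1316, 50.3% of them higher, in ΔLD cells. Of the 717 genes changed at least 2-fold in IRE1 cells labelled Δopi3, 713 were called in the other direction with choline, and of the 498 in ΔLD cells 488 were; the same arrays without choline enter both effects with opposite sign, which favours such a reversal. INO1 changed by −7.16 in IRE1 cells (adjusted p 6.01e-14) and −6.30 in ΔLD cells (adjusted p 2.78e-12). In IRE1 cells ULI1 (−5.80) and SHH3 (−4.85) fell next, and INA1 (2.97), YOL014W (2.60) and ATO3 (2.02) rose most, with adjusted p-values from 4.14e-17 to 6.66e-05. In ΔLD cells YNL120C was at least 5.38-fold and LSO1 at least 3.21-fold lower, each with no array above background with choline, and INA1 (2.63), YOL014W (2.35) and NRT1 (1.77) rose most (adjusted p 2.19e-05 to 0.000369).

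With choline KAR2 fell by 1.93 in IRE1 cells (adjusted p 2.05e-09) and by 1.47 in ΔLD cells (adjusted p 2.08e-07), PDI1 by 1.16 and 0.84, ERO1 by 2.12 and 1.69, and HAC1 by 0.91 and 0.40. The fall of HAC1 in ΔLD cells (adjusted p 0.0087) was not called with scaling to the controls (−0.23, adjusted p 0.535) or without replicate 1 or 2 (adjusted p up to 0.096). The difference of the choline effect between the strains was called for 434 genes, 297 higher and 137 lower in ΔLD cells, of which 66 and 36 differed at least 2-fold (1265 genes at an unadjusted p under 0.05). Leaving out replicate 3 of IRE1 cells labelled Δopi3 gave 1191 genes, and leaving out the whole of replicate 2 gave 68. Scaling to the controls gave 56 genes, 50% of them higher in place of 68.4%, and the compared groups alone gave 208. The difference of the choline effect was not called for KAR2 (0.47, adjusted p 0.22), PDI1 (0.31, adjusted p 0.257), ERO1 (0.42, adjusted p 0.14), HAC1 (0.51, adjusted p 0.0826) or INO1 (0.85, adjusted p 0.17). Without replicate 3 of IRE1 cells labelled Δopi3, KAR2 (adjusted p 0.0461), PDI1 (0.0419), ERO1 (0.00442) and HAC1 (0.0166) were called. KAR2 was also called without replicate 1 of the choline-treated IRE1 group (adjusted p 0.0327). HAC1 was also called with the replicate number as a block (adjusted p 0.0392), with the compared groups alone (0.0484) and without the whole of replicate 3 (0.0122). ULI1 (3.73, SE 0.18, adjusted p 1.03e-10), YJL152W (2.38) and YNR042W (2.25, adjusted p 1.35e-05) had the largest positive differences, and TC22026 (−2.72), SRL4 (−2.45) and YNL120C (−2.24) the largest negative ones; all but ULI1 had arrays below background in at least 1 group. YJL152W is not in the reference gene table.

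Choline-treated arrays labelled Δopi3 were also compared with untreated cells, to count what differed from them. In IRE1 cells 138 genes were called, 14 higher and 124 lower, of which 2 rose and 9 fell at least 2-fold (1058 genes at an unadjusted p under 0.05, 24.3% of genes with separated groups). In ΔLD cells 32 were called, 2 higher and 30 lower, of which 0 rose and 5 fell at least 2-fold (389 genes at an unadjusted p under 0.05, 15.2% separated). With scaling to the controls 21 genes were called in IRE1 cells, 90.5% of them higher, and 3 in ΔLD cells. Both counts depended on single arrays: without replicate 2 of the choline-treated IRE1 group 45 genes were called in the first, and without replicate 1 of untreated ΔLD cells 13 in the second. Of the 717 genes above 25 were called, 8 in the direction they had with the Δopi3 label and 17, INO1 among them, in the other. Of the 498 in ΔLD cells 7 were called, all in the direction of the label; the same untreated arrays enter both comparisons, which favours the same direction. YHL048C-A was lower in both strains (−1.52, adjusted p 1.69e-05, and −1.28, adjusted p 0.000293; the second 0.0655 without replicate 2). In IRE1 cells CSS1 (1.27, adjusted p 0.0118), HPF1 (1.02, adjusted p 0.0276) and NCA3 (0.90, adjusted p 0.0111) were higher. Leaving out arrays or replicate numbers lost the call of CSS1 in 4 cases (adjusted p up to 0.324), of HPF1 in 8 (up to 0.424) and of NCA3 in 3 (up to 0.128). HPF1 was also not called with quantile normalization (adjusted p 0.0585). MF(ALPHA)1 was at least 1.03-fold lower, and for HHY1, with no array above background with choline, no fold can be given. Neither was called with quantile normalization (adjusted p 0.182 for MF(ALPHA)1 and 0.117 for HHY1), and leave-outs lost the calls in 7 and 6 cases (up to 0.149 and 0.402). Both calls were also lost with scaling to the controls (adjusted p 0.121 and 0.104) and with the compared groups alone (0.0799 and 0.0928). With normexp correction HHY1 was not called (adjusted p 0.111). In ΔLD cells SRT1 (0.55, adjusted p 0.0106) and SPS1 (0.42, adjusted p 0.0215) were the 2 genes called higher. Neither was called with scaling to the controls (adjusted p 0.939 for both) or with the compared groups alone (0.258 and 0.119). Leaving out arrays or replicate numbers lost the calls in 5 and 9 cases (up to 0.4 and 0.511). SPS1 was also not called with normexp correction (adjusted p 0.141) or with outlier spots kept (0.0645). YAR066W was called lower, below background in both groups, so no fold is given; it was not called with normexp correction (adjusted p 0.245), with the compared groups alone (0.119) or in 7 leave-outs (up to 0.299). INO1 was lower in IRE1 cells (−1.11, adjusted p 0.0237), and its value in ΔLD cells (−1.06) was not called (adjusted p 0.0737).

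The strains were compared directly under each condition to ask what the ΔLD form changes by itself. In untreated cells 49 genes were called, 3 higher and 46 lower, of which 3 and 9 differed at least 2-fold (343 genes at an unadjusted p under 0.05, 12.9% of genes with separated groups, 10% by chance). With the replicate number as a block, 77 genes were called, and without replicate 2 there were 9. Scaling to the controls gave 14 genes, 57.1% of them higher, and a median of all genes of 0.40. The 3 higher genes were IRE1, YOR203W (1.30, SE 0.24, adjusted p 0.00476) and HIS3. Without replicate 2 none of the 3 was called (adjusted p 0.0574, 0.625 and 0.279). TC22026 was at least 2.05-fold lower, SRL4 (−2.49, adjusted p 3.23e-06, with 2 arrays above background in ΔLD cells) and SNZ1 (−1.67, adjusted p 3.8e-05) were lower. YOR203W is not in the reference gene table.

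With DTT the strains differed in 1284 genes, 464 higher and 820 lower in ΔLD cells, of which 35 and 111 differed at least 2-fold (38.5% of genes with separated groups). Without replicate 2 the count was 453, and with scaling to the controls 319, 13.5% of them higher. After IRE1, CSS1 (2.32, adjusted p 1.49e-06) and HPF1 (2.23, adjusted p 8.64e-07) were the most raised, and ULI1 (−5.26, adjusted p 2.63e-16), YLR349W (−4.08, adjusted p 1.55e-10, with 2 arrays above background in ΔLD cells) and TC22026 (at least 3.66-fold lower) the most reduced. On arrays labelled Δopi3 they differed in 1002 genes, 429 higher and 573 lower, of which 28 and 50 differed at least 2-fold (23.3% separated). This count was 2139 without replicate 3 of the IRE1 group, 658 without its replicate 1 and 630 without its replicate 2. It was 176 with the compared groups alone, and 114 with scaling to the controls, 58.8% of them higher. After IRE1, YOR203W (2.53, adjusted p 6.66e-07) and HIS3 were the most raised, and ULI1 (−3.70, adjusted p 2.02e-13), YNR042W (−2.35, adjusted p 4.05e-08) and YJL152W (at least 3.83-fold lower) the most reduced. With choline they differed in 195 genes, 102 higher and 93 lower, of which 8 and 15 differed at least 2-fold (862 genes at an unadjusted p under 0.05, 19.5% separated); with the replicate number as a block 344 genes were called, and leaving out arrays or replicate numbers gave counts down to 30. Scaling to the controls gave 32 genes. IRE1 and YOR203W (1.75, adjusted p 0.000124; 0.062 without replicate 2) rose most, and TC22026 (at least 1.69-fold), SRL4 (−2.73, adjusted p 5.31e-07, with 1 array above background in 1 group) and SNZ1 (−2.02, adjusted p 3.33e-06) were lower. MAN2 was called higher but lay below background in both groups.

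Protein and lipid stress were compared directly in IRE1 cells. DTT-treated cells and cells labelled Δopi3 differed in 3654 genes, 2088 higher and 1566 lower with DTT, of which 123 and 330 differed at least 2-fold (58.7% of genes with separated groups). Scaling to the controls placed the median of all genes 0.71 higher with DTT, called 4289 genes with 94.5% of them higher in place of 57.1%, and raised the 2-fold count to 1565. After OPI3 (7.33, adjusted p 0.027), which was not called with any 1 DTT array left out (adjusted p up to 0.189 over all leave-outs), NFG1 (3.70, adjusted p 1.21e-10) and NCA3 (3.40, adjusted p 1.97e-11) were the highest with DTT. INO1 (−4.41, adjusted p 4.67e-11), PIR3 (−4.25, adjusted p 1.63e-10) and GAC1 (−3.97, adjusted p 3.97e-07) were the highest on arrays labelled Δopi3.

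Across the 6209 genes, which are not independent replicates, the effects of DTT and of the Δopi3 label correlated with r = 0.653 (Spearman 0.669) in IRE1 cells and r = 0.535 (Spearman 0.561) in ΔLD cells. Both effects share the untreated arrays, so unchanged genes correlate too. In 100 simulations of noise without any effect, r ranged from 0.363 to 0.641 for the IRE1 cells and from 0.377 to 0.662 for the ΔLD cells. The value in ΔLD cells lies within that range. The measured effects in ΔLD cells had standard deviations across genes of 0.655 (DTT) and 0.605 (Δopi3 label), against a median standard error of 0.098. The simulated ranges here and below therefore do not measure what shared arrays add to r among real effects. Effects that share no arrays, compared after seeing the data, gave r = 0.549 for DTT in IRE1 cells with the Δopi3 label in ΔLD cells and r = 0.554 for the reverse. Within replicate numbers 1, 2 and 3, r was 0.655, 0.690 and 0.508 in IRE1 cells and 0.488, 0.596 and 0.498 in ΔLD cells. Quantile normalization moved the value in ΔLD cells to 0.465. Between strains r was 0.871 (Spearman 0.895) for DTT and 0.911 (Spearman 0.912) for the Δopi3 label, against simulated ranges of −0.309 to 0.150 and −0.331 to 0.166, and within replicate numbers it was at least 0.838 and 0.858. The Δopi3 and choline effects correlated with r = −0.953 (Spearman −0.951) in IRE1 cells and r = −0.931 (Spearman −0.958) in ΔLD cells, beyond the simulated ranges of −0.612 to −0.406 and −0.630 to −0.417, with values within replicate numbers of −0.948 to −0.918 and −0.932 to −0.876. In all, 6 correlations and 2 without shared arrays were computed.

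Of the genes that rose at least 2-fold in IRE1 cells, 267 did so both with DTT and on arrays labelled Δopi3 (43.1 by chance), and 54 fell in both (8.03 by chance). In ΔLD cells 151 rose in both (27.5 by chance) and 17 fell in both (2.93 by chance). The shared untreated arrays raise these overlaps, and across strains without shared arrays 191 rose with DTT in IRE1 cells and in ΔLD cells labelled Δopi3 (32.2 by chance). For that pair 16 fell in both (3.53 by chance) and 9 that fell with DTT rose with the Δopi3 label. With the strains exchanged 180 rose (36.8 by chance) and 50 fell in both (6.66 by chance).

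The list of ER folding genes asked whether the response known to be driven by Ire1 occurred. Its median log2 change with DTT was 2.07 in IRE1 cells (camera adjusted p 2.39e-08) and 0.64 in ΔLD cells (adjusted p 0.00294), and the difference was −1.34 (adjusted p 2.81e-22). With the Δopi3 label it was 1.65 (adjusted p 7.76e-08) and 0.97 (adjusted p 3.29e-06), with a difference of −0.63 (adjusted p 6.14e-11). Choline changed it by −1.29 (adjusted p 2.42e-05) and −0.93 (adjusted p 3.11e-05), with a difference of 0.33 (adjusted p 0.000521). All 9 calls held under fry (largest adjusted p 0.0481), and none held with a correlation estimated from these arrays (adjusted p 0.104 to 0.45), the alternative that changed the list results most. Of the 12 genes, 12 were called with DTT in IRE1 cells and 11 in each of the other 5 effects, and the same numbers when adjusted over the list alone. For the differences 11, 5 and 2 were called with DTT, the Δopi3 label and choline, and 11, 10 and 3 when adjusted over the list alone. None of these 9 medians changed sign under any scaling.

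**Figure D3:**
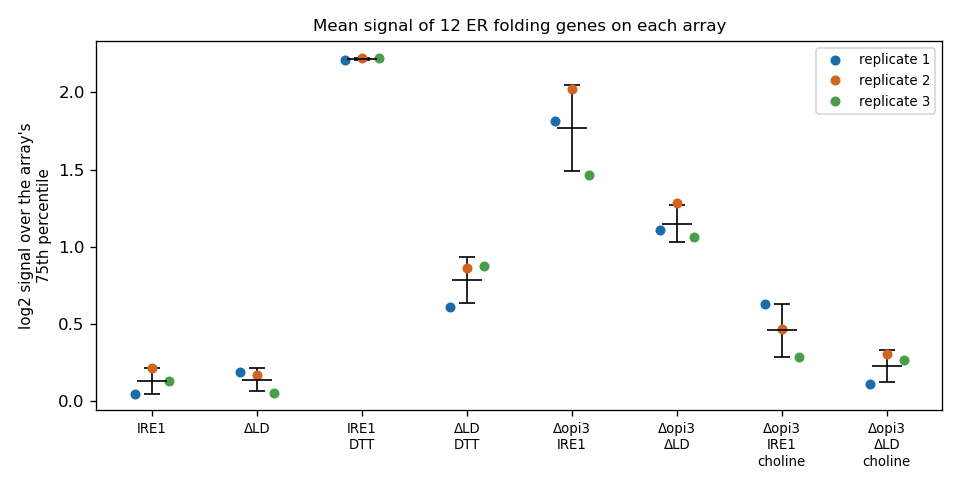
Mean signal of the 12 ER folding genes (log2, relative to the array's 75th percentile) on each of the 24 arrays by group, with the mean ± SD of 3 arrays. The DTT arrays lie between 2.21 and 2.22 in IRE1 cells and between 0.61 and 0.87 in ΔLD cells, and the untreated arrays of both strains between 0.05 and 0.22.

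ERAD genes had medians of 0.88 (adjusted p 0.000562) and 0.47 (adjusted p 0.0173) with DTT in IRE1 and ΔLD cells, 0.50 (adjusted p 0.00963) and 0.29 (adjusted p 0.106) with the Δopi3 label, and −0.38 (adjusted p 0.0758) and −0.23 (adjusted p 0.2) with choline. The differences between strains were −0.47 (adjusted p 3e-05), −0.24 (adjusted p 0.00046) and 0.20 (adjusted p 0.0679). The calls for choline in IRE1 cells and for the last difference were gained in 2 and 3 of the leave-outs (adjusted p down to 0.0398 and 0.0105). Of the 12 genes, 10 were called in 4 of these effects, 9 with the Δopi3 label in ΔLD cells (10 when adjusted over the list alone) and 8 with choline in ΔLD cells; for the differences 7, 1 and 1 were called, and 7, 3 and 1 when adjusted over the list alone.

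Phospholipid synthesis genes had medians of −0.61 (adjusted p 0.00274) and −0.95 (adjusted p 1.76e-05) with DTT, the first of which became 0.28 with scaling to the controls. The medians were 0.16 (adjusted p 0.142) and 0.01 (adjusted p 0.715) with the Δopi3 label, the second changing sign with that scaling, and −0.59 (adjusted p 0.00364) and −0.40 (adjusted p 0.00278) with choline. The differences were −0.19 (adjusted p 0.00234), −0.17 (adjusted p 0.0124) and 0.15 (adjusted p 0.146), the second not called without replicate 3 of IRE1 cells labelled Δopi3 (adjusted p 0.0532). Of the 14 genes, 12, 11, 8, 5, 8 and 8 were called in the 6 effects and 12, 11, 7, 4, 8 and 8 when adjusted over the list alone; for the differences 2, 0 and 0, and 3, 2 and 0.

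Cytosolic heat shock genes had medians of 1.03 (adjusted p 0.0156) and 1.51 (adjusted p 0.000243) with DTT, 0.98 (adjusted p 0.0778) and 0.74 (adjusted p 0.144) with the Δopi3 label, and −1.15 (adjusted p 0.0874) and −1.05 (adjusted p 0.0758) with choline. The last 4 were called under fry, quantile normalization and scaling to the controls, and the call was gained in 2 leave-outs each for the Δopi3 label and choline in IRE1 cells and in 1 for choline in ΔLD cells. The difference was 0.48 with DTT (adjusted p 0.00136), which became −0.051 with scaling to the controls, −0.09 with the Δopi3 label (adjusted p 0.348; −0.26 and called without replicate 3 of IRE1 cells labelled Δopi3, adjusted p 0.0228, and 0.038 without their replicate 1) and 0.04 with choline (adjusted p 0.86; −0.02 with scaling to the controls). Of the 14 genes, 11, 13, 10, 11, 13 and 13 were called in the 6 effects, and 11, 13, 11, 11, 13 and 13 when adjusted over the list alone; for the differences 1, 0 and 0, and 2, 0 and 0.

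Sulfur assimilation genes had medians of −0.76 (adjusted p 0.000113) and −0.58 (adjusted p 0.000342) with DTT, the first of which became 0.13 with scaling to the controls, −0.53 (adjusted p 0.0591) and −0.59 (adjusted p 0.000657) with the Δopi3 label, and 0.41 (adjusted p 0.146) and 0.63 (adjusted p 0.00129) with choline. The differences were 0.20 (adjusted p 0.0728; −0.33 with scaling to the controls), −0.16 (adjusted p 0.0262; fry 0.242) and 0.32 (adjusted p 0.00774; fry 0.0666). Leave-outs changed the call of the Δopi3 label in IRE1 cells in 5 cases (adjusted p 0.0121 to 0.246) and those of the 3 differences in 3, 4 and 2. Of the 14 genes, 11, 11, 9, 9, 12 and 10 were called in the 6 effects and 11, 11, 9, 10, 12 and 10 when adjusted over the list alone; for the differences 0, 1 and 1 both ways.

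Ribosomal protein genes had medians of −1.15 (adjusted p 1.24e-37) and −1.06 (adjusted p 8.39e-38) with DTT, −0.76 (adjusted p 2.81e-22) and −0.63 (adjusted p 6.72e-26) with the Δopi3 label, and 0.67 (adjusted p 1.01e-19) and 0.58 (adjusted p 2.9e-23) with choline. The sign of these 6 was the same under every scaling. The differences were 0.12 (adjusted p 0.00636), 0.12 (adjusted p 0.00274) and −0.09 (adjusted p 0.00945); none was called under fry (adjusted p 0.522, 0.467 and 0.589), and the first pair became −0.42 and −0.13 with scaling to the controls. Leave-outs changed the results for these 3 in 5, 6 and 6 cases, and the third changed sign without replicate 1 (0.026) and without replicate 1 of IRE1 cells labelled Δopi3. Of the 137 genes, 137, 137, 137, 135, 132 and 131 were called in the 6 effects and 137, 137, 137, 135, 133 and 131 when adjusted over the list alone; for the differences none was called either way by limma.

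Over all 54 list tests camera called 38, fry 45 and both 33, and camera with an estimated correlation called 1 (phospholipid synthesis with DTT in ΔLD cells, adjusted p 0.0359) and 9 at an unadjusted p under 0.05. Median, mean and test had the same sign in all 54.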

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

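The tests in this part that were chosen only after the results were seen are scaling to the E1A controls, leaving out a whole replicate number, saturated spots, array position, the amount of control RNA and the splits that part the arrays of every slide.

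The effect of DTT differed between the strains by a test of the difference itself. It was called for 516 genes, the ER folding genes had a median difference of −1.34 (log2, ΔLD minus IRE1) with all 12 lower in ΔLD cells, and INO1 differed by −2.85, rising in IRE1 cells and falling in ΔLD cells. Of 100 drawn splits of the arrays by Ire1 form within each treatment, 11 gave as many genes, the real one included. These were all 11 splits with the DTT arrays in their real groups, and 0 of the other 89 gave as many. The share is thus set by how often those 6 arrays are drawn as they are, and the count neither excludes chance nor speaks for it. Of all 32 splits that part the arrays of every slide, 8 gave as many, again those 8 with the DTT arrays in their real groups. With the replicate number as a block the difference was called for 731 genes, and 7 of the 32 gave as many. Saturated spots are argued against, since 0 probes on any array had most of their spots saturated. The scaling stays open for the number of genes: with scaling to the E1A controls 329 genes were called, all but 1 lower in ΔLD cells, and the median of all genes lay at −0.50. That scaling adds to every gene the scatter of the 75th percentile over the controls, with a standard deviation of 0.09 to 0.50 within groups, so an effect of the 75th percentile scaling and a loss of precision cannot be told apart. The ER folding median was negative and called by camera with its preset correlation under all 4 scalings and background corrections run, and it was not called with an estimated correlation (adjusted p 0.104). Scaling to the E1A controls lowered this difference for all genes alike, so it could not have reversed the negative median. Camera compares the list with the other genes, which moved with it. The result with that scaling therefore cannot decide on the scaling for this list. Array position cannot be told apart from the groups, since each of the 8 positions on a slide held 1 group only. The Ire1 form, which the design names, stays open and untested, and is not separable from position or from the higher IRE1 signal of ΔLD cells.

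The effect of the Δopi3 label also differed between the strains by a test of the difference: 255 genes were called, and the ER folding median differed by −0.63, with all 12 genes lower in ΔLD cells. As many genes were called in 9 of 100 drawn splits. This was so for 7 of the 12 splits with the arrays labelled Δopi3 in their real groups and for 2 of the other 88, so the count does not exclude chance but, as for DTT, rests mostly on splits that keep 1 real grouping. The drawn splits do not keep the slides. Of the 32 splits that part the arrays of every slide, 6 gave as many, all with the arrays labelled Δopi3 in their real groups, and 0 of the 18 with neither grouping real did. With the replicate number as a block 458 genes were called, again matched by 6 of the 32, and KAR2 was called (adjusted p 0.0307). RNA with OPI3 on the replicate 3 arrays is argued against as the source of these calls: without replicate 3, 283 genes were called, more than without replicate 1 (111) or replicate 2 (8). Saturated spots are argued against by the same 0. With scaling to the E1A controls 62 genes were called, which leaves the scaling open for the reason given for DTT. The 8 positions again held 1 group each, so position cannot be told apart from the groups. The Ire1 form stays open and untested.

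The effect of choline on arrays labelled Δopi3 differed between the strains, by the same kind of test, in 434 genes, and the ER folding median by 0.33, with 11 of 12 genes higher in ΔLD cells. As many genes were called in 7 of 100 drawn splits, in 3 of the 9 with the choline arrays in their real groups and in 4 of the other 91, so the count does not exclude chance. Of the 32 splits that part the arrays of every slide, 2 gave as many, with the block (763 genes) and without it, and 0 of the 18 with neither grouping real did. Of the 2, the one that is not the real split had both treatments in their real groups with the strain names exchanged in 1 of them. The choline effect is measured from the same arrays labelled Δopi3 as the effect of that label, so these differences are not independent. Without replicate 3, 279 genes were called, against 209 without replicate 1 and 68 without replicate 2, which argues against RNA with OPI3 on the replicate 3 arrays as the source. No probe was saturated on most spots (0), which argues against saturation. With scaling to the E1A controls 56 genes were called, so the scaling stays open, as does array position (8 positions with 1 group each). The Ire1 form stays open and untested.

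The E1A control probes, which the comparisons do not use, showed a signal of their own. The 75th percentile of the arrays over these controls was 0.889 (log2) higher with DTT than without in IRE1 cells (−0.29 ± 0.09 untreated and 0.60 ± 0.21 with DTT, SD, n = 3; exact permutation test, two-sided p 0.1, the smallest that 3 against 3 arrays allow). In ΔLD cells it was 0.355 higher with DTT, and untreated ΔLD cells were 0.407 above untreated IRE1 cells (exact p 0.1 for each). Over the 7 comparisons made, the Benjamini-Hochberg adjusted value of these 3 exact p-values was 0.233, so none passes a threshold of 0.05. A few very bright genes are argued against, since the median of all probes rose over the controls by 1.00. A different amount of control RNA or label cannot be told apart from a change in the cells: the controls alone changed by −0.196 and the 75th percentile alone by 0.693, and the amounts added are not stated. The rise could reflect more messenger RNA in the same mass of total RNA with DTT, the amounts of control RNA or label, or array position, and no test here separates these.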

How the results depend on the processing

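Scaling to the E1A controls, leaving out a whole replicate number and correlations without shared arrays were chosen after seeing the data.

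With no filter, with outlier spots kept and with the brightest probe of a gene, the counts of called genes and of genes with a 2-fold change stayed within 1.5 times their value in all 16 comparisons and differences. The 6 correlations between effects moved by less than the spread between replicates under normexp correction, no filter, the brightest probe, the genes called in either effect and each replicate number left out. Of 154 values of named genes, the direction and call were the same for all with no filter and with the brightest probe, for 153 with outlier spots kept, 151 with normexp correction, 148 each with quantile normalization and with the block, 141 with the compared groups alone and 136 with scaling to the controls. The filter for signal on all 24 arrays gave a value for 114 of them, all the same, and no value for genes it removed. All 64 values that the authors' deposited table held had the same direction. That table comes from the same arrays and its values nearly equal those computed here, so this is not a separate check. No called value of a named gene changed direction in any alternative, while values that were not called did, as given below. The cause was not tested for a change below unless the alternative itself shows it.

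With normexp correction, 2-fold counts fell to 45 (strains on arrays labelled Δopi3), 11 (strains with choline), 5 and 3 (choline against untreated, IRE1 and ΔLD cells), 42 (difference of the Δopi3 effect) and 49 (difference of the choline effect). The filter for signal on all 24 arrays, which tests fewer genes, gave 49, 14, 6, 2, 44 and 56 for the same counts, and a correlation of −0.969 between the Δopi3 and choline effects in ΔLD cells. Signal over background therefore limits these 2-fold counts, since part of the genes in them were dim on at least 1 array. With quantile normalization, choline against untreated IRE1 cells gave 78 genes and 3 with a 2-fold change, and the DTT and Δopi3 effects in ΔLD cells correlated with 0.465. The changes of IRE1 (−0.058) and OPI3 (0.54) with DTT in IRE1 cells and the difference of the DTT effect for HAC1 (−0.017), none of them called, had the opposite sign.

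With the replicate number as a block, 77 genes were called between untreated strains, 344 between strains with choline, 458 for the difference of the Δopi3 effect and 763 for that of choline. It gave 448 and 73 for choline against untreated in IRE1 and ΔLD cells, where the numbers do not pair the arrays. The genes called without the block for the 3 differences (516, 255 and 434) were all called with it. Another 6 values of named genes became called: IRE1 (−0.51, adjusted p 0.0112) and OPI3 (adjusted p 0.0275) with choline in ΔLD cells, IRE1 (0.86, adjusted p 0.0312) and KAR2 (adjusted p 0.0307) in the difference of the Δopi3 effect, and HAC1 (adjusted p 0.0392) and IRE1 (−0.73, adjusted p 0.0482) in that of choline. The block changed no other call of a named gene or list and moved no other count by over 1.5 times.

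With the compared groups alone, the spread is estimated from fewer arrays and from those groups only, whereas the main fit gives all groups a common spread per gene. The counts were 29 (untreated strains), 176 (strains on arrays labelled Δopi3), 127 (strains with choline), 81 and 12 (choline against untreated, IRE1 and ΔLD cells), 104 and 208 (differences of the Δopi3 and choline effects), with 3 at 2-fold for choline against untreated ΔLD cells. The count for the strains with DTT, which lose as many arrays, stayed within 1.5 times. That argues against fewer arrays as the only cause of the fall from 1002 to 176 for the strains on arrays labelled Δopi3.

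With the correlation between genes estimated from the arrays, 1 of 54 lists was called in place of 38. The ER folding medians are by construction those of the report (2.07, 0.64, 1.65, 0.97, −1.29 and −0.93 in the 6 effects, −1.34, −0.63 and 0.33 for the differences), and none was called. Fry gained 12 of the 54 calls and lost 5, quantile normalization gained 5 and lost 2, scaling to the controls gained 5 and changed the sign of 8 medians, 5 of them of called lists, the compared groups alone gained 3 and no filter gained 1. No list call changed with normexp correction, the filter for signal on all arrays, the brightest probe or outlier spots kept.

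Scaling to the E1A controls put the median of all genes at 0.96 (DTT) and 0.21 (Δopi3) in IRE1 cells, 0.43 and −0.018 in ΔLD cells, 0.20 and 0.14 for choline, 0.40, −0.11, 0.16 and 0.11 between strains (untreated, DTT, Δopi3, choline), 0.41 and 0.14 for choline against untreated, 0.71 for DTT against Δopi3, and −0.50, −0.22 and −0.067 for the differences. The 2-fold count with DTT in IRE1 cells became 2934, and that of DTT against Δopi3 became 1565. The counts of called genes became 1768 and 1002 (Δopi3 label), 2360 and 1316 (choline), 14, 319, 114 and 32 (strains), 21 and 3 (choline against untreated, with 18 and 3 at 2-fold), and 329, 62 and 56 (differences, with 329 and 56 at 2-fold for DTT and choline). The called list medians that reversed were phospholipid synthesis (0.28) and sulfur assimilation (0.13) with DTT in IRE1 cells, heat shock (−0.051) and ribosomal proteins (−0.42) in the difference of the DTT effect, and ribosomal proteins (−0.13) in that of the Δopi3 effect. Relative to the shift of all genes, which the scaling itself makes, each had the direction of the report. Values not called with either scaling also changed sign. These were the list medians of phospholipid synthesis with the Δopi3 label in ΔLD cells (−0.013), sulfur assimilation in the difference of the DTT effect (−0.33) and heat shock in that of choline (−0.017). Among named genes they were OPI3 with DTT (0.77) and IRE1 with the Δopi3 label (0.13) in IRE1 cells, HAC1 (−0.47) and IRE1 (−0.29) in the difference of the DTT effect and OPI3 in that of the Δopi3 effect (−0.074).

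Leaving out 1 array or 1 replicate number at a time gave the following ranges. Between strains they were 9 to 47 untreated (2-fold 5 to 13), 453 to 1329 with DTT, 159 to 2139 on arrays labelled Δopi3 (2-fold 55 to 134) and 30 to 134 with choline. Choline against untreated gave 5 to 111 in IRE1 cells (2-fold 2 to 11) and 1 to 37 in ΔLD cells (2-fold 0 to 8). In ΔLD cells the Δopi3 label gave 1855 to 3445 and choline 2111 to 3655. The differences gave 111 to 532 for DTT (2-fold 67 to 121), 8 to 992 for the Δopi3 label (2-fold 8 to 130) and 68 to 1191 for choline (2-fold 41 to 178). The lowest value was without the whole of replicate 2 in each of these. The highest counts for the strains on arrays labelled Δopi3 and for the differences of the Δopi3 and choline effects were without replicate 3 of IRE1 cells labelled Δopi3, the array with the highest OPI3 signal among those 12. Leaving out a replicate number leaves 2 arrays per group, so fewer calls follow in part from fewer arrays. The ribosomal protein median for the difference of the choline effect ranged from −0.24 to 0.026, reversing without replicate 1 of IRE1 cells labelled Δopi3 and without the whole of replicate 1 (0.026). Other values, not called where the sign changed or in the report, ranged across 0. For heat shock the median ranged from −0.26 to 0.038 for the difference of the Δopi3 effect and from −0.095 to 0.26 for that of choline, and for phospholipid synthesis from −0.030 to 0.068 with the Δopi3 label in ΔLD cells. IRE1 ranged from −0.12 to 0.37 with DTT and from −0.35 to 0.14 with the Δopi3 label in IRE1 cells, HAC1 from −0.047 to 0.30 with the Δopi3 label in ΔLD cells and from −0.12 to 0.22 for the difference of the DTT effect. OPI3 ranged from −6.17 to 0.18 with choline in IRE1 cells, from −2.88 to 3.39 for the difference of the Δopi3 effect and from −6.65 to 0.045 for that of choline. No ER folding call changed, the number of lists called was 35 to 43 without a replicate number, and the counts not given here stayed within 1.5 times. Calls of named genes were lost 54 times and gained 10 times with 1 array left out, and lost 56 times and gained 5 times with a replicate number left out.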

Other observations

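The tests in this part that were chosen only after the results were seen are those of the OPI3 signal, those of the higher IRE1 and HIS3 signal and the splits that part the arrays of every slide.

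The OPI3 probe gave a signal above background on 5 of the 12 arrays labelled Δopi3, all in replicates 2 and 3. A whole array of untreated or DTT cells of the series under a wrong label is argued against, while a sample from outside the series was not tested. The array with choline lay at an OPI3 level of −1.82 (log2) relative to the lowest of the 12 arrays of cells that carry OPI3, a ΔLD array with DTT, and arrays within such a group differed by at most 0.286. The 4 arrays without choline lay at −5.73 to −0.367 relative to the same array, the last little more than that range, and INO1 on them lay at least 3.38 above its highest level on the 12 arrays, where it differed within a group by at most 0.589. INO1 was examined after another test had left a wrong label open: genes raised over untreated and DTT cells in replicate 1 of the other strain were above their highest value among the 12 arrays by a median of 0.354 to 0.922 on the 4 arrays, but the lower quartile was below 0 on 1 of them (−0.102). A signal shared by all arrays of a slide is argued against by 3 arrays labelled Δopi3 on those slides with no OPI3 signal above background. Single defective spots are argued against, since the spots of the probe differed by a standard deviation of at most 0.0863 (log2) on the arrays with signal. A candidate explanation is RNA of cells that carry OPI3 mixed into some samples. Mixing at the OPI3 share of replicate 3 of IRE1 cells would change the effect of genes raised in replicate 1 of the other strain by −0.42, and the observed median shift from replicate 1 was −0.77 (quartiles −1.22 and −0.42). In ΔLD cells −0.24 was predicted and −0.48 observed. Replicate 2 shifted by −0.37 and −0.11 in the strains where −0.0088 and −0.014 were predicted, so replicates differed by more than mixing predicts, and the test cannot decide. It was preceded by an exploratory comparison of levels, in which the shift had looked close to the prediction. It was repeated with genes chosen on replicate 2 after its result was seen, giving −0.84 where −0.43 was predicted and −0.46 where −0.24 was. The effect of DTT on the same slides was no smaller in replicate 3, with medians of 1.57, 1.59 and 1.59 in IRE1 cells and 1.08, 1.24 and 1.26 in ΔLD cells for replicates 1, 2 and 3. No biological explanation was tested.

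IRE1 and HIS3 were both called higher in ΔLD cells in 4 of 4 comparisons, while the other 5 markers were called higher in 1 of 20 and lower in 2. A candidate explanation is a construct with HIS3 and the ΔLD allele at higher copy or expression than the IRE1 construct. The labels do not describe the constructs, and a strain difference elsewhere would give the same 4, so the test cannot decide. YOR203W, whose systematic name is next to that of HIS3 (YOR202W), was higher in ΔLD cells too. Its mean signals in untreated, DTT, Δopi3 and choline groups were 3.71, 3.22, 3.81 and 3.98, against 2.41, 1.60, 1.28 and 2.24 in IRE1 cells. Of the other genes examined around HIS3, MCA1, MRM1, DED1, GEP3 and NOC2 were called in none of the 4 comparisons (smallest adjusted p 0.0832). BFR1 was called lower with DTT (−1.04) and on arrays labelled Δopi3 (−0.47). Array position on the slide cannot be told apart from the strains, since each of the 8 positions held 1 group only. The Ire1 form itself stays open and untested. LAM4 (YHR080C), chosen after its values were seen because its name is close to that of IRE1, was lower in ΔLD cells in all 4 comparisons, while PTC7, NMD2, YHR078W and LRP1, the other genes examined around IRE1, were called in none of them (adjusted p 0.0787 to 1; LAM4 −1.32 untreated, adjusted p 1.85e-06, −0.58 with DTT, adjusted p 0.000606, −0.89 on arrays labelled Δopi3, adjusted p 1.61e-05, and −1.11 with choline, adjusted p 4.86e-06).

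For each of the 13 comparisons between groups, all 10 splits of the 6 arrays into 3 and 3 were refitted. The real split alone (1 of 10) gave as many genes in 12 of them, and 3 against 3 arrays cannot give a share below 0.1, so chance cannot be excluded by this count. For the strains on arrays labelled Δopi3, 2 of 10 splits did. The other one had both replicate 3 arrays on one side and called 1480 genes, where the real split called 1002, and with the replicate number as a block the real split called 1447. Among the 4 splits that part the arrays of every slide, the real one alone gave as many. For choline in IRE1 cells, where the real split called 4368 genes, another split called 1479. That split also had both replicate 3 arrays on one side.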
